A study of Homo sapiens with 4 samples. Its data were reported in "BRG1 HSA domain interactions with BCL7 proteins are critical for remodeling and gene expression" (2023).

How the data were processed

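CUT&RUN (cleavage under targets and release using nuclease) locates a chromatin protein by directing a nuclease to it with an antibody and sequencing the DNA fragments that are released. It was performed on SW-13 cells, an adrenocortical carcinoma line that lacks BRG1 and BRM, the ATPases of the SWI/SNF chromatin remodeling complex. The 4 samples were 2 biological replicates of cells induced to express V5-tagged wild-type BRG1 (iBRG1) and 2 of cells induced to express V5-tagged BRG1 without the helicase/SANT-associated domain (i∆HSA). Each sample held 300000 cells treated with doxycycline for 24 h. An antibody against V5 was used, the nuclease digested for 30 min on ice, and libraries were amplified for 12 PCR cycles. Groups were taken from the sample titles.

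Per the study's methods, the authors trimmed adapters with Cutadapt, aligned reads with Bowtie2, removed duplicates with Picard and called peaks with MACS2. They then removed peaks found in negative controls and applied a minimum score. The deposited data analysed here were 1 peak list per construct, with the start and end of each peak and a score. No column carried a replicate. Whether the reads of the 2 replicates were pooled before peak calling is not stated, and so the replicate error of any value given here is unknown. The deposited score is the authors' own value for each peak, a whole number whose scale is not stated, and it was used only to describe, rank or filter peaks within a list. The peak lists give no read counts. The study's methods name a target depth per sample, but the depth reached is unknown. A list from a shallower or noisier library can hold fewer true sites or more false ones at the same cutoff. Vehicle-treated cells and negative controls were not analysed here, so the background level under a peak could not be set beside it. Duplicate removal and the removal of control peaks affect which sites can appear in a list, and whether both were applied to the deposited lists could not be checked here.

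The genome build of the CUT&RUN peaks is not stated by the authors, who name hg19 for their RNA-seq data. The peak ends were checked against chromosome lengths, and 0 peaks in either list ended beyond a GRCh37 chromosome. GRCh37 (hg19) and the GENCODE release 44 annotation mapped to it were used throughout, and positions are 1-based. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9.

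A peak was called shared when it overlapped a peak of the other list by at least 1 bp and list-only otherwise. The number of shared peaks was compared with 10000 sets of random positions that kept each peak's chromosome and width and avoided assembly gaps, with a one-sided permutation test of peak positions. The smallest p-value these sets can give is 0.0001. The median score of shared and list-only peaks was compared within each list with a two-sided permutation test of 100000 resamples, whose smallest p-value is 1e-05. The design called for 10 score groups of equal size, and 7 groups were used in their place because many peaks have tied scores. Each peak was assigned to 1 feature in the order promoter, 5' UTR, 3' UTR, exon, intron, downstream and distal intergenic. A promoter was the 1 kb on each side of the start of any annotated transcript, and downstream was the 300 bp after a transcript end. These shares were compared with 1000 sets of random positions (one-sided, smallest p-value 0.001). Promoter shares of shared and list-only peaks were compared with two-sided Fisher's exact tests. Genes with a promoter peak in both lists were tested with a one-sided Fisher's exact test among the 64449 annotated genes. Transcription end sites were the 1 kb on each side of a transcript end that lay more than 3 kb from any start site, and the p-value was 2 times the smaller one-sided value. Peaks per chromosome were compared between the lists with two-sided Fisher's exact tests. The 10 motif patterns were fixed before the data were examined. They were searched on both strands in the 100 bp on each side of a peak midpoint, and their shares were compared with windows 2 kb to either side of the same peaks by two-sided Fisher's exact tests. Families of tests were adjusted by the Benjamini-Hochberg method: 3 promoter tests, 24 chromosomes and 20 motif tests. Intervals for shares are 95% Wilson intervals, which cover counting error only. Peaks are not biological replicates, so each test describes these 2 lists and not the conditions in general.

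Loci named in the text followed a rule set before the data were examined. It covered peaks within 5 kb of SRPX2, MYOF, CRYAB, CSF1, SPARC and SMARCA4, the 5 highest-scoring peaks of each list, and up to 5 chromosomes with the largest ratio of shares among those with an adjusted p-value under 0.05. The alternatives tried before and after seeing the data are given in the closing section with their effect. They changed the overlap rule, the random background, the score filter, the promoter window, the transcript set, the motif window and its background.

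The functions were tested on simulated data. With 3000 pairs of overlapping peaks planted in random lists of 24212 peaks, 2899 shared peaks were found above the random mean, where some planted peaks also overlapped by chance. Of the pairs of random lists of 24212 peaks with none planted, 4% gave a p-value under 0.05. With 3000 promoter peaks planted among 24212, 100.1% of the expected number was found. All 1000 of the 1000 planted motif sites were found, and the 1 raised chromosome of 24 was the only one past the threshold.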

Results

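To ask whether the HSA domain affects where BRG1 binds chromatin, CUT&RUN peaks of V5-tagged wild-type BRG1 (iBRG1) and of BRG1 lacking the HSA domain (i∆HSA) were compared in SW-13 adrenocortical carcinoma cells. There were 2 biological replicates per construct and 1 peak list per construct. The values below therefore have no replicate error, and each test describes the lists.

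The iBRG1 list held 24212 peaks and the i∆HSA list held 25371 peaks. The iBRG1 peaks had a median width of 1321 bp (range 289 to 8583) and covered 37.6 Mb. The i∆HSA peaks had a median width of 1318 bp (range 266 to 8362) and covered 39.0 Mb. The authors' score, whose scale is not stated, had a median of 2 (range 0 to 180) in the iBRG1 list and 4 (range 1 to 875) in the i∆HSA list. Scores under 5 were held by 72.8% of iBRG1 peaks and 58.9% of i∆HSA peaks. Keeping scores of at least 5, a filter added to the analysis after seeing the data, left 6575 iBRG1 and 10440 i∆HSA peaks.

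The overlap of the lists was examined first. Of the iBRG1 peaks, 4967 (20.5%, 95% interval 20.0 to 21.03) overlapped an i∆HSA peak. Random positions overlapped 697.5 times on average (SD 26.05 over 10000 sets), so the observed number was 7.12-fold higher (one-sided permutation test of peak positions, p = 0.0001, the smallest these sets can give). Of the i∆HSA peaks, 4971 (19.6%, 95% interval 19.1 to 20.1) overlapped an iBRG1 peak, against 697.8 at random (SD 26.1), which was 7.12-fold higher (permutation test, p = 0.0001, the smallest possible). The lists had 6.87 Mb in common, which was 9.85% of the 69.7 Mb that either list covered. The overlap in percent moved most under a score of at least 5 in the iBRG1 list, where 34.8% of peaks were shared, while the ratio to random positions moved most among the top 5000 peaks of each list, where it was 41.7 and 30.6% of peaks were shared.

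Shared peaks had higher scores than list-only peaks. In the iBRG1 list the median score was 5 (quartiles 3 and 12) for shared peaks and 2 (quartiles 1 and 4) for list-only peaks (difference 3, two-sided permutation test, p = 1e-05, the smallest possible). In the i∆HSA list the medians were 8 (quartiles 4 and 18) and 3 (quartiles 2 and 5), a difference of 5 (permutation test, p = 1e-05, the smallest possible). Under a reciprocal overlap of 50%, the alternative that moved these differences most, they were 4.5 and 7. The shared percentage rose with score in both lists. It was 7.25% of the 6926 iBRG1 peaks with scores of 0 or 1 (95% interval 6.66 to 7.88) and 85.7% of the 49 with scores of at least 50 (73.3 to 92.9). It was 3.37% of the 832 i∆HSA peaks with a score of 1 (2.34 to 4.82) and 63.3% of the 570 with scores of at least 50 (59.3 to 67.2).

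**Figure D1:**
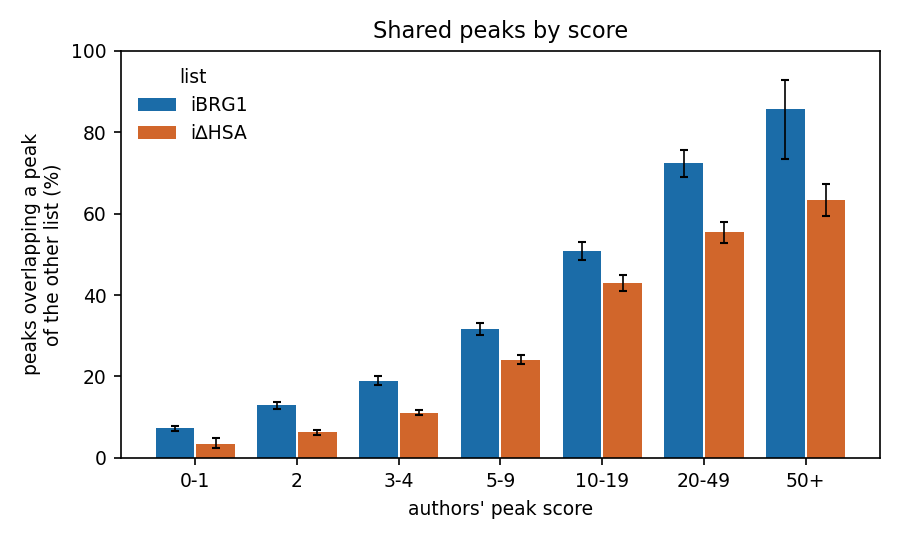
Percentage of peaks in each list that overlapped a peak of the other list (vertical axis), by the authors' score (horizontal axis); bars are iBRG1 and i∆HSA peaks and error bars are 95% Wilson intervals. The percentage rises from 7.25% to 85.7% in the iBRG1 list and from 3.37% to 63.3% in the i∆HSA list, and scores are each list's own and are not comparable between lists.

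Next, the lists were compared with gene annotation, to ask whether both proteins were found at promoters. Promoters held 19.8% of iBRG1 peaks (95% interval 19.3 to 20.3) against 12.5% of random positions, a 1.59-fold difference (one-sided permutation test of peak positions, p = 0.001, the smallest that 1000 sets can give). They held 21.7% of i∆HSA peaks (21.2 to 22.2) against 12.8% of random positions, a 1.70-fold difference (permutation test, p = 0.001, the smallest possible). The ratios moved most when only protein-coding transcripts were used, to 2.54 and 2.75, with promoter shares of 11.05% and 12.5%. Introns held 44.5% of iBRG1 peaks, where random positions gave 44.1%, and 41.8% of i∆HSA peaks, where they gave 43.7%. Distal intergenic sequence held 26.6% of iBRG1 and 28.1% of i∆HSA peaks, and 34.0% of random positions for each list. Peak midpoints within 250 bp of a protein-coding start site were 4.28-fold more frequent than random in the iBRG1 list and 4.38-fold in the i∆HSA list. Between 2000 and 5000 bp away, these ratios were 1.05 and 1.08.

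**Figure D2:**
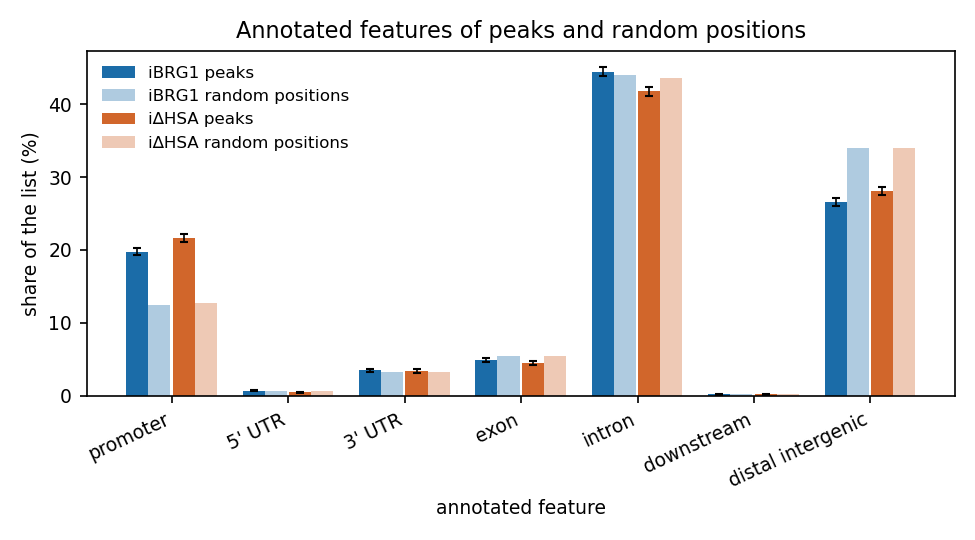
Share of each list (vertical axis, percent) in 7 annotated features (horizontal axis) for iBRG1 and i∆HSA peaks (dark bars, with 95% Wilson intervals) and for the mean of 1000 sets of random positions (light bars). Promoters hold 19.8% and 21.7% of peaks against 12.5% and 12.8% of random positions, and distal intergenic sequence holds fewer peaks than random positions.

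Promoter shares also differed between the parts of the lists. Promoters held 29.2% of the shared iBRG1 peaks and 17.4% of the 19245 iBRG1-only peaks (odds ratio 1.96, Fisher's exact test, adjusted p = 1.56e-71). In the i∆HSA list they held 29.1% of shared peaks and 19.8% of the 20400 i∆HSA-only peaks (odds ratio 1.66, Fisher's exact test, adjusted p = 2.26e-43). Shared peaks were also wider, with median widths of 1892 against 1157 bp (iBRG1) and 1977 against 1153 bp (i∆HSA). A wider peak can more easily meet both a promoter and a peak of the other list. These comparisons were not matched on width, so width may account for part of the differences. Between the list-only peaks, the promoter share was higher for i∆HSA (odds ratio 1.18, Fisher's exact test, adjusted p = 2.34e-10). With scores of at least 5, the difference between shared and i∆HSA-only peaks was not detectable (odds ratio 0.987, Fisher's exact test, adjusted p = 0.811).

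Counted by gene, 5906 of 64449 annotated genes (9.16%) had an iBRG1 promoter peak and 6671 (10.4%) had an i∆HSA promoter peak. Both lists had a promoter peak at 2217 genes, where 611.3 would fall together if all genes were equally likely to have one (odds ratio 7.30, one-sided Fisher's exact test, log10 p = -775.7). Genes with more annotated starts have more promoter sequence, which this test does not take into account. These were 37.5% of the iBRG1 genes and 33.2% of the i∆HSA genes. The odds ratio moved most among the 20163 protein-coding genes, where it was 3.82 and the counts were 3664, 4211 and 1551. With a promoter window of 3 kb it was 5.15 and the counts were 8803, 9877 and 3516.

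Peaks at transcription end sites were compared with random positions. End sites more than 3 kb from any start site held 6.001% of iBRG1 peaks and 5.97% of random positions (ratio 1.01, two-sided permutation test of peak positions, p = 0.84). For i∆HSA these were 5.93% and 6.04% (ratio 0.982, permutation test, p = 0.46). When end sites near start sites were kept, the ratios were 1.17 and 1.203 (permutation test, p = 0.002 for each, the smallest possible).

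The distribution over chromosomes differed between the lists. The share of peaks differed for 16 of 24 chromosomes (Fisher's exact test, adjusted p under 0.05), with 9 higher and 7 lower in the i∆HSA list. With the peaks at or above each list's median score the number was 12. Chromosome 19 held 551 iBRG1 peaks (2.28%) and 1048 i∆HSA peaks (4.13%), a ratio of 1.82 (Fisher's exact test, adjusted p = 1.24e-30). Chromosome X held 628 and 1010 peaks (ratio 1.53, Fisher's exact test, adjusted p = 4.95e-17), chromosome 22 held 185 and 286 (ratio 1.48, adjusted p = 0.000119), and chromosome 11 held 1333 and 1035 (ratio 0.741, adjusted p = 6.63e-13). Chromosome Y held 2 and 30 peaks (ratio 14.3, Fisher's exact test, adjusted p = 1.42e-06), of which 24 i∆HSA peaks lay in the first 2.7 Mb, a stretch shared with chromosome X and masked in the reference used here.

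**Figure D3:**
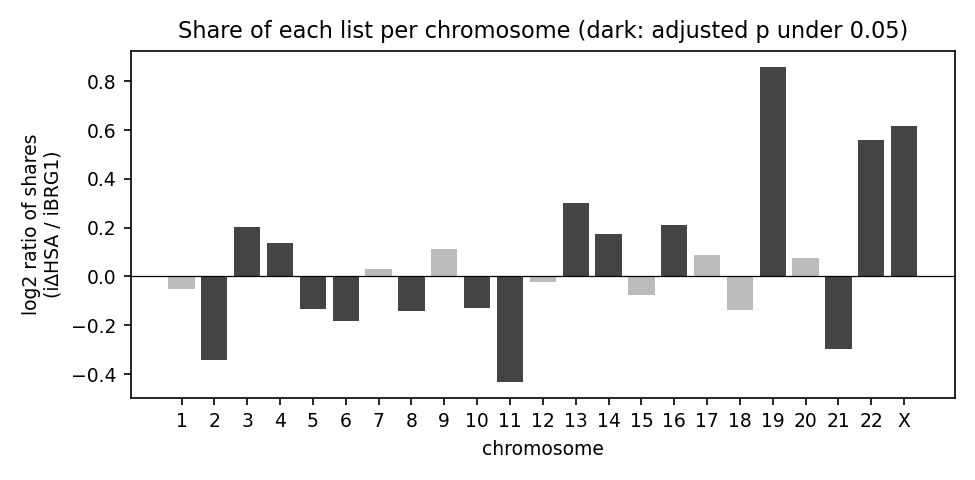
The log2 ratio of the share of i∆HSA peaks to the share of iBRG1 peaks (vertical axis) for chromosomes 1 to 22 and X (horizontal axis), with dark bars where the adjusted p-value was under 0.05; chromosome Y, with 2 and 30 peaks, is not drawn. Chromosomes 19, X and 22 have the highest ratios (1.82, 1.53 and 1.48 on a linear scale) and chromosome 11 the lowest (0.741).

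Sequence motifs at peak centres were then compared with flanking windows. Of the 10 patterns, 6 were more frequent at iBRG1 peak centres and 7 at i∆HSA peak centres (adjusted p under 0.05). Outside promoters, the alternative that moved these counts most, there were 2 in each list, which were AP-1 and TEAD for iBRG1 and AP-1 and CTCF for i∆HSA. The AP-1 pattern TGASTCA was found at 8.90% of iBRG1 centres and 2.87% of flanking windows (odds ratio 3.31, Fisher's exact test, adjusted p = 2.85e-256). It was found at 6.18% of i∆HSA centres and 3.03% of flanking windows (odds ratio 2.11, Fisher's exact test, adjusted p = 9.07e-89). The TEAD pattern had an odds ratio of 1.499 in the iBRG1 list (Fisher's exact test, adjusted p = 4.25e-25) and 1.09 in the i∆HSA list (adjusted p = 0.0563). In the i∆HSA list TEAD passed the threshold with GC-matched random windows (1.17, Fisher's exact test, adjusted p = 0.00182) and with the 250 bp window (1.08, adjusted p = 0.00475), and not outside promoters (1.09, adjusted p = 0.188). The highest odds ratios belonged to NRF1, at 6.87 (iBRG1) and 10.3 (i∆HSA), although its pattern was present at only 0.297% and 0.264% of centres. CTCF had odds ratios of 2.25 and 5.31, at 0.149% and 0.387% of centres. ETS and SP/KLF were also more frequent in both lists, with odds ratios from 1.97 to 2.44, and CRE (2.20) and E-box (1.18) passed the threshold in the i∆HSA list, although CRE did not with GC-matched random windows (1.69, Fisher's exact test, adjusted p = 0.0589). NFY and RUNX passed it in neither list in the main setting.

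**Figure D4:**
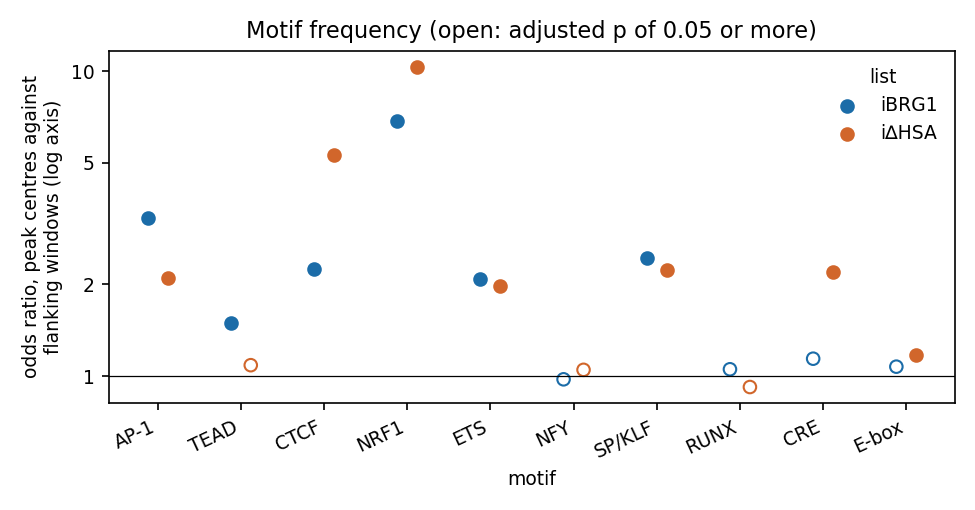
Odds ratio of a motif match in the 100 bp on each side of peak midpoints against windows 2 kb away (vertical axis, log scale) for 10 motif patterns (horizontal axis) in the iBRG1 and i∆HSA lists; filled points have an adjusted p-value under 0.05. AP-1 has odds ratios of 3.31 and 2.11, and NRF1 has the highest, 6.87 and 10.3.

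At SRPX2 and MYOF, the genes whose CUT&RUN coverage the study displayed, both lists had peaks. The SRPX2 promoter (chromosome X, gene from 99899192 to 99930785) was covered by an iBRG1 peak from 99898153 to 99899410 with a score of 4 and by an i∆HSA peak from 99897672 to 99899628 with a score of 24. MYOF (chromosome 10, 95066186 to 95242091, minus strand) had 6 iBRG1 and 5 i∆HSA peaks, of which 4 in each list were shared and lay in introns. The highest-scoring of these was at 95195801 to 95197581 in the iBRG1 list (score 65) and at 95195747 to 95197432 in the i∆HSA list (score 87). The other i∆HSA peak at MYOF (95241967 to 95242957, score 20) lay in a promoter and was not shared, while all 6 iBRG1 peaks lay in introns. For CRYAB, SPARC and CSF1 the study displayed coverage from a chromatin accessibility assay and not from CUT&RUN. CRYAB (chromosome 11) had 1 iBRG1 peak, from 111793303 to 111794103 in a promoter with a score of 3, and 0 i∆HSA peaks. SPARC (chromosome 5) had 1 peak in each list, at different positions: 151054612 to 151057943 for iBRG1 (score 7) and 151050393 to 151052044 for i∆HSA (score 2). Both SPARC peaks lay inside the gene (151040657 to 151066536, minus strand) and were classed as promoter. That class counts the start of any annotated transcript, so it does not mark the main start of a gene. CSF1 (chromosome 1, 110452864 to 110473614) had 0 peaks in both lists.

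SMARCA4, the gene that encodes BRG1 (chromosome 19, 11071608 to 11190102), had 4 peaks in each list. In both lists a peak began at 11113703, which is 2 bp before a coding exon that starts at 11113705. Other i∆HSA peaks began at 11121057 and 11129633, the first bases of 2 coding exons. An iBRG1 peak from 11106888 to 11107238 began 1 bp before the exon that starts at 11106889. Of the 8 SMARCA4 peaks, 5 had an end within 5 bp of a coding exon edge. All SMARCA4 peaks except the i∆HSA peak from 11178106 to 11178659 were classed as promoter, although they lay far inside the gene.

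**Figure D5:**
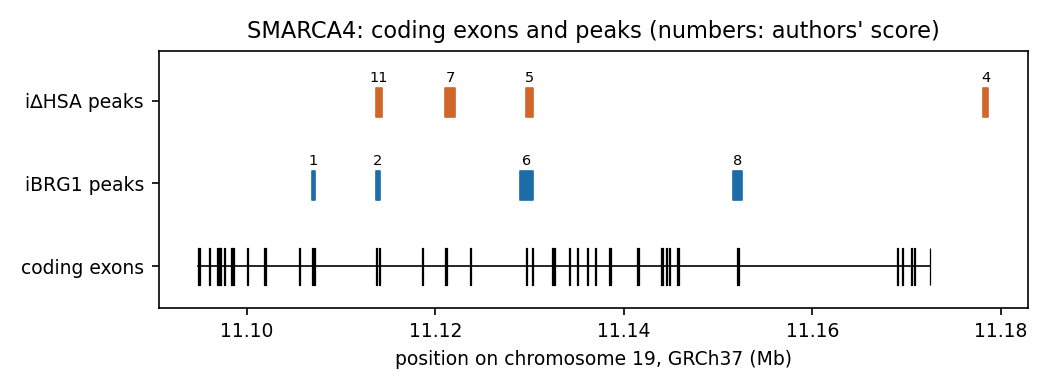
Coding exons of SMARCA4 (black) and peaks of each list (coloured blocks, with the authors' score above each) along chromosome 19 (horizontal axis, GRCh37, Mb). Of the 8 peaks, 5 have an end within 5 bp of a coding exon edge, and 1 i∆HSA peak lies beyond the last coding exon.

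The highest-scoring iBRG1 peak (score 180) lay on chromosome 11 from 100961866 to 100962642, in an exon of PGR, and did not overlap an i∆HSA peak. The next 4 iBRG1 peaks, with scores of 100, 88, 84 and 82, lay in introns of PFKP, ADGRG6 and ERBB4 and in the 3' UTR of GALNT1, and all 4 were shared. The 5 highest-scoring i∆HSA peaks had scores from 568 to 875, and all 5 were shared. They overlapped no protein-coding gene, and their GC content was between 11.7% and 17.4%. The highest lay on chromosome 20 from 37091745 to 37092953, which was 8505 bp from RALGAPB.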

Values the study reported

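The study reported about 11,000 peaks as binding sites of iBRG1 and about 10,000 peaks as binding sites of i∆HSA. Its methods gave a minimum peak score of 5.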

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

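Alternatives with a score of at least 5, with at least 25% GC, and the protein-coding transcripts in the comparison of list-only and shared peaks were chosen after seeing the data. The others were set before the data were examined. No paired analysis was possible because each construct has 1 peak list and no value per replicate. For the same reason leaving out a replicate could not be run. Only a target depth is named, and no depth reached per library is known that would show whether the lists are limited by sequencing.

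The overlap of the lists stayed above random positions under every alternative run. The shared percentage ranged from 12.0% to 34.8% of the iBRG1 list and from 11.5% to 30.6% of the i∆HSA list. The ratio to random positions ranged from 4.55 to 41.7 and from 4.54 to 41.7. Merging touching peaks changed no peak. Promoter shares also stayed above random positions, with ratios from 1.34 to 2.54 (iBRG1) and from 1.32 to 2.75 (i∆HSA). Shared peaks kept higher scores than list-only peaks, with differences from 2.50 to 4.5 (iBRG1) and from 3.95 to 7 (i∆HSA). The promoter odds ratio of i∆HSA-only against iBRG1-only peaks ranged from 1.146 to 1.27, and that of shared against iBRG1-only peaks from 1.26 to 2.34. The odds ratio of a gene having a promoter peak in both lists, 7.30 among all genes, ranged from 3.82 (protein-coding genes) to 10.1 (peaks at or above the median score). The number of chromosomes whose share differed was 12 for peaks at or above the median score and 16 for peaks of at least 25% GC. At or above the median score, chromosomes 3, 4, 5, 13, 14 and 21 no longer passed the threshold. Chromosomes 7 and 18 passed it there and not in the main setting. Among peaks of at least 25% GC, chromosome 4 no longer passed and chromosome 18 passed.

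With a score of at least 5, the lists held 6575 and 10440 peaks, and the promoter odds ratio of shared against i∆HSA-only peaks changed direction, at 0.987 (Fisher's exact test, adjusted p = 0.811, against at most 7.55e-11 under its other alternatives). The cause was not tested. Among protein-coding genes only, 3664 (iBRG1) and 4211 (i∆HSA) genes had a promoter peak, since fewer genes were counted. With a promoter window of 3 kb, 3516 genes had a peak in both lists, since more positions were counted. With end sites near start sites kept, the end-site ratio rose to 1.17 (iBRG1) and changed direction to 1.203 (i∆HSA). By construction, this setting adds end sites that lie within 3 kb of a start site.

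Motifs more frequent at peak centres fell to 2 in each list for peaks outside promoters. Odds ratios there changed direction for SP/KLF (0.829), CRE (0.645) and E-box (0.939) in the iBRG1 list and for ETS (0.813), NFY (0.988) and SP/KLF (0.789) in the i∆HSA list. With the 250 bp window, NFY (1.03) and E-box (0.988) changed direction in the iBRG1 list and NFY (0.981) in the i∆HSA list. With GC-matched random windows, RUNX changed direction in the iBRG1 list (0.995). The cause was not tested. The other single values counted were those of the motifs and of chromosomes 11, 19, 22, X and Y only. Of these, 7 no longer passed the threshold under an alternative, 6 passed it only there, and 47 kept their direction and side of the threshold. Those lost outside promoters were CTCF (1.56), NRF1 (2.67) and ETS (1.23) in the iBRG1 list and NRF1 (3.50), CRE (1.1997) and E-box (1.05) in the i∆HSA list. With GC-matched random windows, CRE was lost in the i∆HSA list (1.69) and TEAD passed there (1.17). With the 250 bp window, RUNX (1.07) and CRE (1.67) passed in the iBRG1 list and TEAD (1.08) and RUNX (0.922) in the i∆HSA list. Outside promoters, NFY passed in the iBRG1 list, as less frequent than in flanking windows (0.904).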

Other observations

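The tests of SMARCA4, of scores, of the pseudoautosomal region as such, and of AP-1 without AT-rich peaks or outside promoters were chosen only after the result was seen. The matched and moved positions were set before the data were examined, but their use as tests of an explanation came after their values were seen. The 25% GC limit was chosen after seeing the data, and its effect on the overlap was predicted before that value was seen. The other tests were written before the value they measure was seen. All patterns were found and tested on the same data.

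The iBRG1 list held 24212 peaks and the i∆HSA list held 25371. Both are higher than the values quoted from the study above. The lists include scores from 0 (iBRG1) and 1 (i∆HSA), so the minimum score named in the study's methods was not applied to this score column as it stands. A score of at least 5 left 10440 i∆HSA peaks and 6575 iBRG1 peaks. This is the minimum quoted from the study above, and it brings the i∆HSA list near its quoted number and the iBRG1 list below its own. A score of at least 3 left 11855 iBRG1 peaks. Peak names were numbered up to 340229 in the iBRG1 list and 286854 in the i∆HSA list, so the peaks here are 7.12% and 8.84% of the highest number. No biological explanation was tested.

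Most peaks of each list had no counterpart in the other. Weak calls near the calling threshold are a candidate explanation for part of this, since the shared percentage rose over all 7 score groups in both lists. It reached 85.7% of the 49 iBRG1 peaks and 63.3% of the 570 i∆HSA peaks with scores of at least 50. Among the top 5000 peaks of each list it was 30.6%. With scores of at least 5 in both lists it was 34.8% of iBRG1 and 21.9% of i∆HSA peaks. Both filters cut both lists, so a strong peak whose counterpart was a weak call counted as unshared. They therefore cannot tell whether weak calls explain the rest. Against the whole other list, 72.4% of iBRG1 and 55.5% of i∆HSA peaks with scores of 20 to 49 were shared. Some strong peaks thus had no counterpart of any score. The overlap itself stayed above each background tried. The ratio was 5.46 against positions matched on distance to a start site, which argues against promoters as the whole cause, and 5.06 against peaks moved by 10 to 100 kb, which argues against regional density. It was 7.21 without peaks under 25% GC, which argues against AT-rich background. Sites common to both proteins remain an open explanation, as do local features of open chromatin that draw the nuclease, since control libraries were not analysed here.

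Peaks in SMARCA4 ended at exon edges. Of its 8 peaks, 5 had an end within 5 bp of a coding exon edge, against 0.0997 on average for random places in the gene (permutation test of peak positions, p = 5e-05, the smallest that 20000 sets can give). In other protein-coding genes, 1.02% of peaks had such an end (binomial p = 6.05e-09 for SMARCA4), and 0 other genes had 3 or more such peaks, which argues against chance. Reads from the integrated BRG1 coding sequence, which has no introns, may account for these peaks. They would then mark the transgene and not binding at the endogenous gene. The peak from 11106888 to 11107238 was found in the iBRG1 list alone and covers exons that encode residues 532 to 604. The limits of the deletion were not used here, so its relation to this peak was not tested.

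AT-rich peaks were frequent among the highest-scoring i∆HSA peaks. Peaks under 25% GC made up 4.65% of the i∆HSA list (95% interval 4.40 to 4.91), 0.888% of the iBRG1 list (0.777 to 1.01) and 0.268% of random positions for the i∆HSA list. They were 35.6% of the 570 i∆HSA peaks with scores of at least 50, so most of those were not AT-rich. Among the 100 highest-scoring peaks, AT-rich peaks numbered 65 in the i∆HSA list and 3 in the iBRG1 list. Whether this is background common to both libraries stays open. At equal score AT-rich i∆HSA peaks overlapped an iBRG1 peak less often than the rest (Mantel-Haenszel odds ratio 0.129, permutation p = 0.0005, the smallest possible), but the rest includes sites bound in both lists. AT-rich i∆HSA peaks also overlapped an iBRG1 peak more often than random positions (12.5% of 1178 against 2.35%, ratio 5.31), and 42.9% of the 203 with scores of at least 50 did so. The iBRG1 list itself held more AT-rich peaks than its random positions (0.219%). Low-complexity repeats are a candidate explanation for part of this. Of the 1178 AT-rich i∆HSA peaks, 695 were compared with a random window of the same GC content. The centres (100 bp on each side of the midpoint) of 73.2% of these 695 compressed better than their window (exact binomial p = 1.40e-35). The remaining AT-rich peaks were not covered by this comparison. More background cutting or mapping at such repeats in the i∆HSA libraries stays open, and so does a property of the protein without the HSA domain. Construct and library differ together here.

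Chromosomes 19 and X held larger shares of the i∆HSA list. For chromosome 19, the ratio was 2.14 outside promoters, 1.86 without peaks under 25% GC and 1.83 for peaks whose sampled 75-mers were all unique in the genome. Within 10 groups of equal size by GC content the Mantel-Haenszel odds ratio was 1.78, above 1 in 10 of the 10 groups. These values argue against promoters, AT-rich peaks, repeated sequence and GC content as the whole cause. For chromosome X, the ratio was 1.499 without the first 2.7 Mb and 1.48 for unique peaks, which argues against the pseudoautosomal region and repeated sequence. A difference in copy number between the cell lines is a candidate explanation, since 12 of 12 windows of 5 Mb on chromosome 19 and 28 of 30 on chromosome X held a larger share of the i∆HSA list, and 0 windows went the other way with p under 0.05. Input DNA was not analysed here, and a difference in binding over whole chromosomes stays open.

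The first 2.7 Mb of chromosome Y, which is shared with chromosome X, held 24 i∆HSA peaks and 0 iBRG1 peaks. Alignment of the iBRG1 reads to a genome with that part of Y masked is argued against, because iBRG1 had 1 peak in the same part of X where 11.1 were expected from the rest of the chromosome (exact Poisson test, p = 0.000184). The i∆HSA list had 25 peaks there against 17.4 expected, and 14 of them matched a Y peak. Reads that map to several places, kept for i∆HSA and dropped for iBRG1, may account for this. Peaks made mostly of repeated 75-mers were more frequent in the i∆HSA list (odds ratio 1.29, Fisher's exact test, p = 0.000134), and the odds ratio was also 1.29 without peaks under 25% GC. These were 1.63% of iBRG1 and 2.10% of i∆HSA peaks, against 3.14% and 3.05% of random positions. Peaks with at least 1 repeated 75-mer were 5.66% of iBRG1 and 9.35% of i∆HSA peaks, against 9.35% and 9.33% of random positions. Loss of this region in the iBRG1 cells stays open.

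AP-1 sites were less frequent in the i∆HSA list than in the iBRG1 list (odds ratio 0.675, Fisher's exact test between the lists, adjusted p = 1.58e-29), a comparison added after seeing the data. The odds ratio was 0.700 without peaks under 25% GC and 0.670 outside promoters, which argues against AT-rich peaks and against promoter peaks as the whole cause. Among the top 5000 peaks of each list by score it was 0.678. This value cannot settle the part of weak peaks, because AT-rich peaks were more frequent among high-scoring i∆HSA peaks. At scores of 20 to 49 they were 16.3% of i∆HSA and 0.824% of iBRG1 peaks, and both limits were not applied together. TEAD sites were also less frequent in the i∆HSA list (odds ratio 0.721, Fisher's exact test, adjusted p = 2.95e-13), as were RUNX sites (0.843). CTCF sites went the other way (odds ratio 2.61, Fisher's exact test, adjusted p = 7.63e-07), as did SP/KLF (1.29) and E-box sites (1.19), and the other 4 patterns did not pass the threshold. SP/KLF did not pass outside promoters (1.13, Fisher's exact test, adjusted p = 0.734) or among the top 5000 peaks (1.24, adjusted p = 0.348). RUNX did not pass among the top 5000 peaks (0.767, Fisher's exact test, adjusted p = 0.135). TEAD, CTCF and E-box passed in both of these settings. A lower pull to AP-1 sites without the HSA domain is a hypothesis that stays open beside a difference between the clonal lines or their libraries, since each construct has 1 list.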
